A study of Homo sapiens with 4 samples. Its data were reported in "Pharmacological Inhibition of CBP/p300 Blocks Estrogen Receptor Alpha (ERα) Function through Suppressing Enhancer H3K27 Acetylation in Luminal Breast Cancer" (2021).

How the data were processed

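Total RNA of MCF-7 cells treated for 24 h with DMSO or 3 µM A-485 was extracted on silica columns (RNeasy), labelled with biotin and hybridized to Affymetrix HTA 2.0 chips, 1 array per sample and 2 samples per group. The authors deposited 1 log2 signal per feature and array for 70523 features, with ERCC spike-in and background probe sets still in the table. The software and method of their background correction, normalization and summarisation are not given in the sources used here, where limma is the only tool that the submitters' processing notes name. The log2 unit follows from the values, which range from 2.18 to 13.16 with near-equal quantiles on the 4 arrays. Samples were grouped by the treatment in their labels, and replicate numbers were taken from their titles. Array signals have no read depth, and probe saturation and background can compress fold changes, which was not tested here.

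Features were named from the platform's annotation, which lists 25324 of them. Of these, 23781 have 1 gene symbol and were used, 1543 have several and were left out, and 45199 features of the table are unnamed here. Symbols were updated through Entrez identifiers to NCBI RefSeq names (assembly GRCh38.p14), where 21497 genes matched by identifier and 310 did not match at all. The genome build of the array's annotation was not given, so no coordinates are reported and the RefSeq table served for names, RNA classes, gene spans and neighbouring genes alone. For the 479 genes with several features the one with the highest mean over the 4 arrays stood for the gene, which left 22465 genes.

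Deposited log2 values were compared between A-485 and DMSO with limma's lmFit and eBayes (limma 3.58.1 in R 4.3.3), with the group as the only term and no further normalization. As in the study's methods, a gene was called at an unadjusted two-sided p under 0.05 with a linear fold of at least 1.25 (0.32 on the log2 scale), and the number past a Benjamini-Hochberg adjusted p of 0.05 is given beside it. Adjusted p-values of genes are from limma over the 22465 genes. The fit had 2 residual and 2.86 prior degrees of freedom, and the median residual SD was 0.034. At an unadjusted p under 0.05 there were 2911 genes, against 1123 that chance gives.

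Gene lists were written before the data were examined, from textbook knowledge except for the lowered estrogen genes and the senescence genes that the study displays, which it chose on these samples, together with the tests, the alternatives and the rule for genes to be named. They cover estrogen response, luminal, basal, stromal and immune markers, cell cycle, lipid synthesis and RNA classes, and the 46 lists with at least 5 measured members were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over lists. A list of mitochondrial genome transcripts had 0 measured members. Calls of lists were repeated with a correlation estimated from the data, on ranks and with fry, and 0 of the 46 lists passed with an estimated correlation. That includes the lowered estrogen genes that the study displays, which fell in 14 of 14 measured cases (camera adjusted p = 0.27 with an estimated correlation). Not passing this test therefore does not by itself show that a list did not shift. Genes were named when the study's text discusses them, when they were among the 10 largest rises or falls past the rule outside the small RNA, LOC and olfactory receptor symbols, as up to 4 called members of a list (or its 2 brightest if none was called), and as the 2 largest rises and falls of small RNAs.

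Alternatives covered the features tested, dim features, renewed quantile normalization, centring, the variance model, the treatment of several features, the replicate number as a block, each array left out in turn, RNA classes, thresholds and set tests. Cyclic loess normalization and the estrogen list without the genes that the study displays were added after seeing the data. The fit was tested on data simulated from the real means of the 22465 genes, with 100 genes changed by 0.5 and 100 by 1 on the log2 scale. Variances were drawn from the fitted prior, unlinked to the gene. The simulation held no correlation between genes and no differences shared across an array, so that its error rates can be too favourable for these data. The study's rule recovered 99% of the smaller and 100% of the larger changes and called 41 unchanged genes, and Benjamini-Hochberg adjustment recovered 89% and 99% with 3 false calls. Random sets matched on signal were drawn 10000 times. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.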

Results

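The series measured gene expression in MCF-7 cells, an estrogen receptor-positive (ER+) line of the luminal A subtype of breast cancer. Cells were grown in complete media and treated for 24 h with A-485 at 3 µM or with DMSO, the solvent control. A-485 inhibits the lysine acetyltransferase activity of CBP and p300, the paralogous co-activators that CREBBP and EP300 encode. RNA from 2 DMSO samples and 2 A-485 samples was hybridized to 4 Affymetrix Human Transcriptome Array 2.0 chips, which carry features for coding and non-coding transcripts. The deposited log2 signals had a median between 3.94 and 3.95 on every array, and 22465 genes were tested. Across genes, r was 0.996 between the DMSO arrays, 0.997 between the A-485 arrays and 0.993 to 0.995 between arrays of different groups. The labels do not say whether replicates came from separate cultures, so that all p-values measure the spread between these samples, which can be technical. With 2 arrays per group, the number of arrays limits the precision.

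The comparison asks whether blocking the catalytic activity of CBP/p300 lowers the expression of estrogen-regulated genes. In A-485-treated cells, SLC39A6, an estrogen-induced zinc transporter, fell from 6.57 ± 0.077 to 5.37 ± 0.080 (log2 signal, mean ± SD, n = 2), 2.30-fold lower. CCND1, which encodes Cyclin D1, fell from 7.83 ± 0.081 to 6.88 ± 0.057 and was 1.93-fold lower. The keratins of luminal epithelium KRT8, KRT18 and KRT19 had log2 fold changes of −0.92 (SE 0.063), −0.91 (SE 0.065) and −0.81 (SE 0.042). ESR1, which encodes ERα itself, fell from 5.52 ± 0.015 to 5.16 ± 0.0068, 1.28-fold lower (limma adjusted p = 0.0404). Of 152 measured genes of a list of early estrogen response genes, 20 fell, 0 rose and 132 did not pass the rule (unadjusted p under 0.05 and at least 1.25-fold).

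Other members that fell were CA12, a membrane carbonic anhydrase (−0.69), XBP1, a transcription factor of the unfolded protein response (−0.46), FASN, the fatty acid synthase (−0.44), TFF1, a secreted trefoil peptide (−0.41), and INHBB, an activin subunit (−0.41). After Benjamini-Hochberg adjustment over all genes tested, 12 members were lower and 0 higher, and adjusted over the list alone, 37 were lower and 1 higher. The list had a median log2 fold change of −0.025 and a mean of −0.11, and 62.5% of its members lay below 0, against 45.4% of all genes. Its shift passed the camera test with a preset correlation (adjusted p = 9.2e-09), and adjusted p = 0.27 with an estimated correlation. The genes that the study displays as lowered estrogen genes fell in 14 of 14 measured cases, but the study chose them on these samples, so that this count is not independent evidence of their direction. Without the 13 displayed genes that the list contains, 7 of the other 139 members fell and 0 rose.

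Canonical ER target genes did not all pass the rule. GREB1, an estrogen-induced co-factor of ER, had a log2 signal of 4.53 ± 0.017 in DMSO and 4.54 ± 0.016 in A-485 (log2 fold change 0.01, SE 0.030). MYC, which encodes c-Myc, differed by −0.14 (SE 0.028, adjusted p = 0.172), with both A-485 arrays below both DMSO arrays, but did not reach the fold rule. CREBBP differed by 0.25 (SE 0.046, adjusted p = 0.155) and also stayed below the fold rule. The feature for EP300 is annotated to a second gene and was not named. GREB1 and MYC averaged 4.54 and 4.89 over the 4 arrays, against a median of 3.94 over the table. Background probe sets, which match no transcript, read 4.15 at 17 G and C bases and 5.13 at 20 on DMSO replicate 1. Both genes can therefore lie near background, so that the missing change of GREB1 is uncertain. The study reported lower GREB1 protein with A-485 in complete media. It also reported lower estrogen-induced MYC mRNA by RT-qPCR in medium with charcoal-stripped serum.

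**Figure D1:**
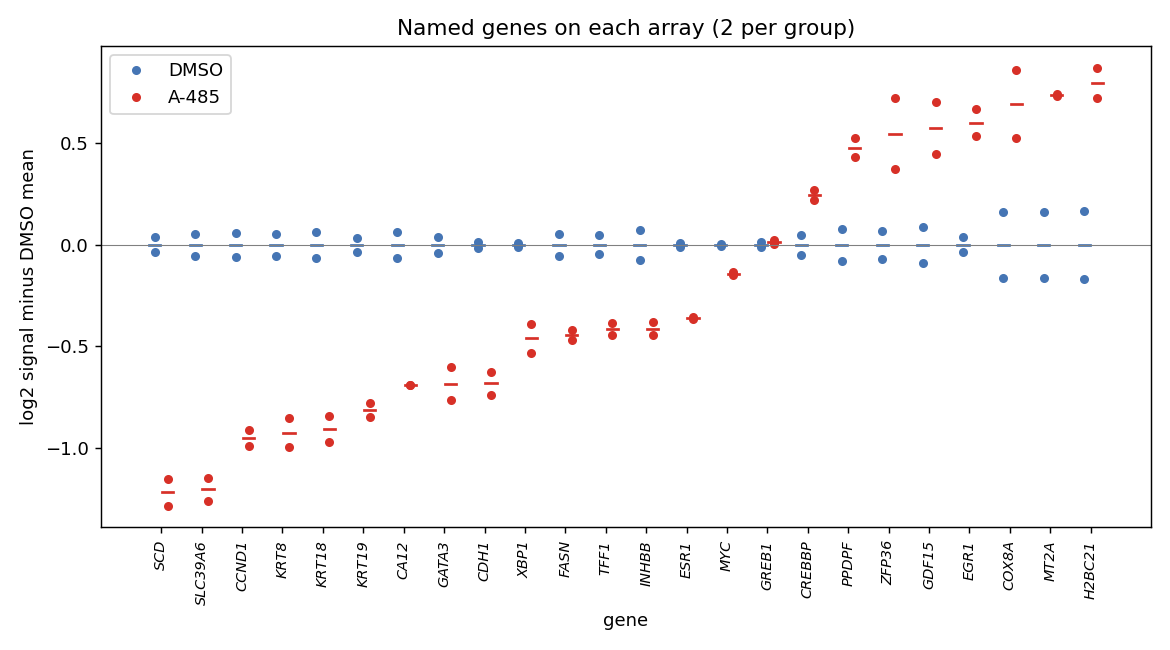
Log2 signal of 24 named genes (x axis) on each array, minus the gene's mean over the DMSO arrays (y axis, log2 units). Blue points are the 2 DMSO arrays and red points the 2 A-485 arrays, with a short line at each group's mean. SCD and SLC39A6 lie lowest in A-485 at −1.22 and −1.20, GREB1 lies at 0.01 and H2BC21 highest at 0.80.

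Over all 22465 genes, 123 were higher and 117 lower in A-485. Of 17085 protein-coding genes 80 passed as lower and 32 as higher, and of 2090 small non-coding RNAs 80 passed as higher and 22 as lower. The largest fall was that of SCD, the stearoyl-CoA desaturase that makes monounsaturated fatty acids, from 8.31 ± 0.052 to 7.09 ± 0.092 (2.33-fold). DSCAM-AS1, a long non-coding RNA of ER+ breast cancer cells (−1.03), ANKRD50, an ankyrin repeat protein (−0.98), and CACNG4, a calcium channel subunit (−0.93), were among the 10 largest. TMSB4X, which encodes the actin-binding thymosin beta 4, fell by 0.68, and its annotated copies TMSB4XP8 and TMSB4XP4 had values of −1.22 and −1.02, although near-identical copies can share probes, which was not tested. All 240 genes had both A-485 arrays beyond both DMSO arrays, as 45.5% of all genes did. Benjamini-Hochberg adjustment left 54 genes, 44 lower and 10 higher. That number was 0 without DMSO replicate 1, without A-485 replicate 1 or without A-485 replicate 2, and 45 without DMSO replicate 2. The count of higher genes was 41 when small RNA, LOC and olfactory receptor symbols were left out, and 187 without DMSO replicate 2.

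Luminal identity genes shifted lower in A-485. Of 29 measured luminal epithelial markers, 5 fell and 0 rose, including CDH1, which encodes E-cadherin (−0.68). KRT8, KRT18 and KRT19 are also among these 5 and among the displayed genes that the study chose on these samples. The list was not rerun without them, so that it is not separate from the estrogen result. The camera test gave adjusted p = 1.8e-08, and adjusted p = 0.36 with an estimated correlation. Adjusted over the list alone 9 were lower and over all genes 4. Among 23 ER coregulators and luminal transcription factors, GATA3 (−0.68) and ESR1 fell and 21 did not pass (camera adjusted p = 0.0081, and adjusted p = 0.36 with an estimated correlation). Adjusted over the list alone, 6 of these were lower and 1 higher, and over all genes 1 was lower. Of 22 genes known to be lowered by estrogen, 0 passed the rule in either direction, with a median of −0.019 (adjusted p = 0.018, and 0.36 with an estimated correlation), a call that was lost without A-485 replicate 2 (adjusted p = 0.058) and on ranks (0.051). Their brightest members ZNF91 and SMAD3 differed by −0.18 and −0.09. Basal and mesenchymal markers (16 measured, 1 lower), stromal and endothelial markers (19, 0 called) and immune cell markers (19, 0 called) did not pass, with camera adjusted p-values of 0.17, 0.95 and 0.95. On ranks the coregulator list did not pass (adjusted p = 0.078). With fry, which does not compare a list with other genes, the luminal markers (adjusted p = 0.070) and the coregulators (0.066) did not pass and the basal and mesenchymal markers did, as lower (0.031). ITGB6, an epithelial integrin subunit, was the basal and mesenchymal marker that fell (−0.35).

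Cell cycle and cholesterol synthesis genes also shifted lower, mostly by less than the fold rule. Of 36 genes of G1/S and DNA replication, BRIP1, a DNA repair helicase, fell (−0.48) and 35 did not pass, with a median of −0.085 (camera adjusted p = 1.9e-11, and adjusted p = 0.27 with an estimated correlation). Adjusted over the list alone, 8 were lower, and over all genes 1. Of 35 genes of G2/M and mitosis, 0 passed, 4 were lower adjusted over the list alone and 0 over all genes, and the median was −0.030 (adjusted p = 0.00017, and 0.29 with an estimated correlation). The brightest of these, MYBL2 and PLK1, differed by −0.12 and 0.09. In fatty acid synthesis the median was −0.0095 against a mean of −0.10, so that a few members carried the shift. SCD and FASN fell and 17 of 19 did not pass (adjusted p = 0.021, and 0.36 with an estimated correlation). That call was lost without DMSO replicate 2 (adjusted p = 0.077), without A-485 replicate 2 (adjusted p = 0.084), on ranks (0.16) and with fry (0.066). In cholesterol synthesis and uptake DHCR7, which catalyses the last step to cholesterol, fell (−0.43) among 20 genes with a median of −0.066 (adjusted p = 0.00056, 0.46 with an estimated correlation and 0.11 with fry). Among 22 receptor tyrosine kinases 0 passed and 6 were lower adjusted over the list alone (adjusted p = 0.013, 0.36 with an estimated correlation and 0.059 on ranks), and IGF1R and DDR1 both differed by −0.15.

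Genes of stress and growth programmes moved in both directions. ZFP36, EGR1 and GDF15, which the study displays in connection with senescence, rose by 0.55 (SE 0.12), 0.60 (SE 0.055) and 0.58 (SE 0.10), with limma adjusted p-values of 0.202, 0.0525 and 0.150, and are likewise a choice made on these samples. Of 29 genes of senescence and its secretory phenotype, GDF15 rose, STC1, a secreted glycoprotein hormone, fell (−0.78) and 27 did not pass (adjusted p = 0.95). Of 37 immediate early and AP-1 genes 3 rose, namely EGR1, ZFP36 and the nuclear receptor NR4A2 (0.39), and ZFP36L2, an RNA-binding paralog of ZFP36, fell (−0.84). The list holds EGR1 and ZFP36 and was not rerun without them. This list passed (median 0.053, adjusted p = 0.023, and 0.36 with an estimated correlation) but not without DMSO replicate 1 (adjusted p = 0.22) nor without A-485 replicate 2 (0.093), with features above the table's median only (0.15) or with fry (0.084). Of 25 p53 targets GDF15 rose and PLK2 fell (−0.70), and of 33 MYC targets 0 passed, with camera adjusted p-values of 0.95 and 0.069. The MYC targets passed as lower with features above the table's median only (adjusted p = 0.016), after renewed quantile (0.0068) or cyclic loess (0.0062) normalization and without A-485 replicate 1 (0.034). NRF2 targets (21 measured) held NQO1, a quinone reductase, which fell (−0.51), and FTL, the ferritin light chain, which rose (0.43), with adjusted p = 0.025, and 0.46 with an estimated correlation. The NRF2 call was lost in 3 of the 4 fits that left out 1 array, those without DMSO replicate 1 (adjusted p = 0.11), DMSO replicate 2 (0.063) and A-485 replicate 2 (0.12), and also with features above the table's median only (0.11), on ranks (0.065) and with fry (0.14).

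**Figure D2:**
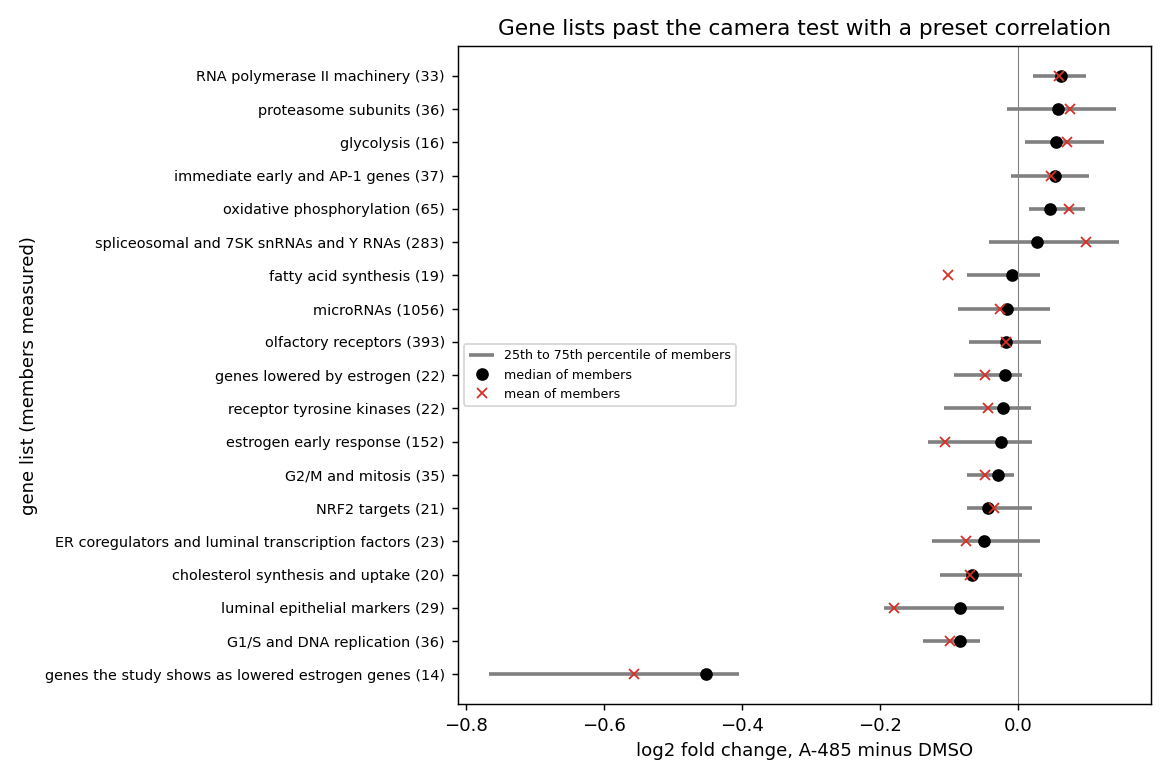
Log2 fold changes (x axis, A-485 minus DMSO) of the 19 gene lists that passed the camera test with a preset correlation (y axis, with the number of genes measured). Black points are medians, red crosses means and grey bars the interquartile ranges of the members. Apart from the genes that the study displays, with a median of −0.45, list medians lie between −0.085 and 0.062.

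Genes that rose were on the whole short. MT2A, a metal-binding metallothionein, rose from 7.14 ± 0.23 to 7.88 ± 0.0068, H2BC21, a histone H2B gene, by 0.80 (SE 0.12), and COX8A, a subunit of cytochrome c oxidase, by 0.69 (SE 0.15). PPDPF, a pancreatic progenitor differentiation factor (0.48), and ATP6V0C, a proton pump subunit (0.53), rose as well. Of 65 genes of oxidative phosphorylation COX8A and COX6A1 rose and 63 did not pass (median 0.046, camera adjusted p = 6.4e-05, adjusted p = 0.36 with an estimated correlation and 0.14 with fry). Of 36 proteasome subunits PSMD8 (0.47) and PSMB3 (0.35) rose (median 0.058, adjusted p = 0.0020, 0.36 with an estimated correlation and 0.079 with fry), with 8 higher adjusted over the list alone and 1 over all genes. Of 33 genes of the RNA polymerase II machinery 0 passed (median 0.062, adjusted p = 0.00045, and 0.29 with an estimated correlation), and POLR2L and POLR2J differed by 0.16 and 0.12. Of 16 glycolysis genes 0 passed, with GAPDH at 0.28 (adjusted p = 0.029, and 0.56 with an estimated correlation), and this list failed without DMSO replicate 1 (adjusted p = 0.16), without A-485 replicate 1 (0.20), with features above the table's median only (0.11), after renewed quantile (0.081) or cyclic loess (0.096) normalization, on ranks (0.053) and with fry (0.21).

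Several signals moved alongside the genes that rose. The median gene span of the 32 rising protein-coding genes was 2730 bp, against 13982 bp for random protein-coding genes of matched signal (95% range 7858 to 24805 bp), and that of the 80 falling ones was 28293 bp, against 16103.5 bp (11188 to 22837 bp). In 26 of these 32 genes DMSO replicate 1 lay below DMSO replicate 2, with a median difference of −0.13 between the 2 arrays. The array's 23 background probe sets, which match no transcript and differ in their number of G and C bases, differed between the groups by −0.04 at 3 such bases and 0.24 at 25, and both A-485 arrays lay above both DMSO arrays in 16 sets. Without DMSO replicate 1, COX6A1, PSMB3 and RPS15, a ribosomal protein (0.35), no longer reached the fold rule, and COX6A1 also lost its call without A-485 replicate 2. The olfactory receptors, a control list that MCF-7 cells are not known to express, also passed the camera test (393 measured, 1 higher, median −0.018, adjusted p = 0.021, and 0.27 with an estimated correlation). That call was lost after renewed quantile (adjusted p = 0.45) or cyclic loess (0.59) normalization, with features above the table's median only (0.18), without DMSO replicate 1 (0.10), without A-485 replicate 1 (0.098) and with fry (0.10).

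Small structural RNAs had the largest rises of all. SNORD71, a C/D box snoRNA, rose from 5.75 ± 0.58 to 7.70 ± 0.26 (3.88-fold, adjusted p = 0.121), and RNU4-1, a U4 spliceosomal RNA, by 1.60 (SE 0.29). RMRP, the RNA of RNase MRP, rose by 1.48 (SE 0.26), RNY3, a Y RNA, by 1.15 (SE 0.26), and RN7SL1, the RNA of the signal recognition particle, by 0.98 (SE 0.23). Of 283 spliceosomal, 7SK and Y RNA genes 36 rose and 0 fell (median 0.027, mean 0.098, adjusted p = 0.017, 0.46 with an estimated correlation, 0.078 on ranks and 0.14 with fry). Adjusted over the list alone, 36 were higher and 5 lower, and over all genes 3 were higher. Of 258 snoRNAs 22 rose and 2 fell, with a median of −0.014, a mean of 0.058 and a camera test that pointed down and did not pass (adjusted p = 0.62). Some of the 80 small RNAs that rose had identical values on the 4 arrays, which left 74 distinct sets of values. The DMSO arrays themselves differed in these 74, with replicate 1 below replicate 2 in 56 and a median difference of −0.18.

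**Figure D3:**
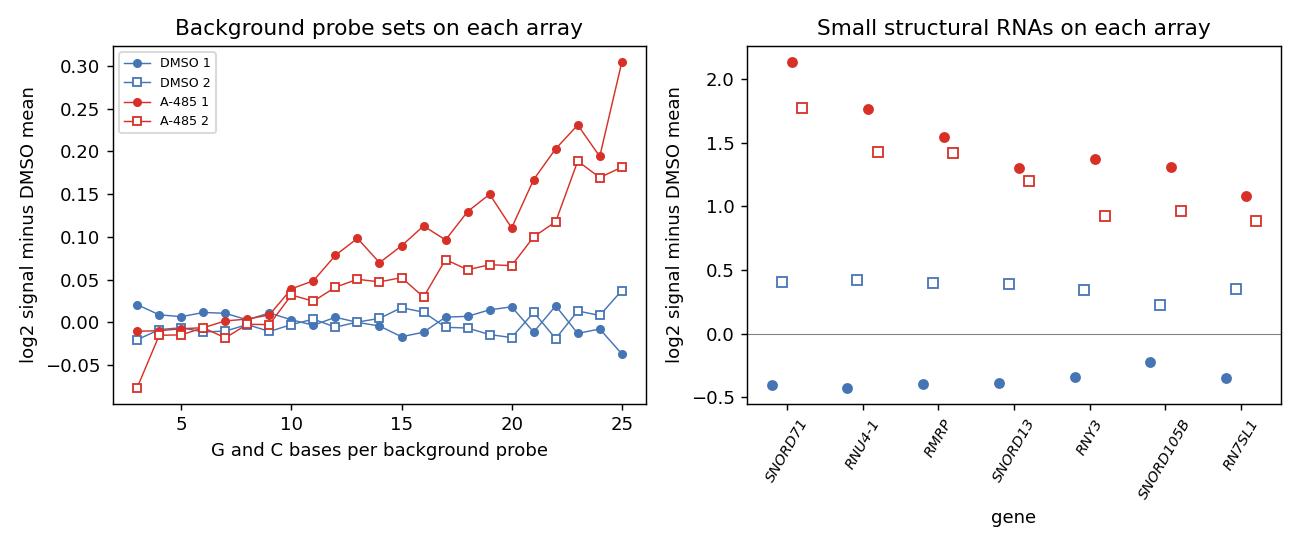
Left, log2 signal of the 23 background probe sets on each array minus the DMSO mean (y axis) against the number of G and C bases per probe (x axis). Right, the same difference for 7 small structural RNAs, with blue for DMSO, red for A-485, filled circles for replicate 1 and open squares for replicate 2. DMSO replicate 1 lies lowest for each of the 7 RNAs, and the A-485 arrays lie above DMSO in the background sets from 10 bases upwards.

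MicroRNA features went the other way, with 19 lower and 6 higher of 1056 (median −0.016, adjusted p = 0.011, and 0.27 with an estimated correlation), a call that was lost without A-485 replicate 1 (adjusted p = 0.055), after renewed quantile (0.064) or cyclic loess (0.096) normalization and with fry (0.10). MIR622 fell from 7.05 ± 0.023 to 5.97 ± 0.049, 2.11-fold (adjusted p = 0.0167), but its locus lies inside KRT18P27, a pseudogene copy of KRT18. MIR548AI (−0.98), MIR548M (−0.85) and MIR548G (−0.72) fell as well. A second feature of MIR548M had a value of 0.02 and one of MIR548G a value of 0.00, so that the features of these genes disagree. MIR548AI and MIR548G did not pass without A-485 replicate 1.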

Values the study reported

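The study counted 142 genes as lowered by A-485 in this line, at a fold change of −1.25 or lower with p < 0.05. Of these, it found 51 (36%) to be upregulated in luminal A tumors and 53 (37%) in luminal B tumors relative to normal tissue.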

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

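In this part, the tests of differences between the DMSO replicates, of gene span, of U, 7SK and Y RNAs against background and of length without microRNAs, and the count over other splits of the arrays, were chosen after the results were seen. Among the 45199 unnamed features, which the comparison of named genes leaves out, 1384 passed the study's rule (703 higher and 681 lower), against 304 and 299 when the arrays were split the other 2 ways, and 0 passed after Benjamini-Hochberg adjustment. The background probe sets with 25 G and C bases were higher in A-485 than in DMSO by 0.24 (log2), and over the 23 sets the shift followed the number of such bases (Spearman rho 0.987 across probe sets, permutation p = 1e-05, the smallest that 100000 draws can give), with a median of 0.071. For the 240 genes past the study's rule, the other splits gave 4 and 17, and only 1 of the 3 splits, the real one, gave as many, but 3 splits are too few to give a share under 0.05.

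The first pattern is the rise of small RNAs. Background binding that depends on GC content stays open. The background median of 0.071 exceeded the 0.032 of 866 brighter small RNAs, 432 of them microRNAs, as this explanation predicts. For 72 brighter U, 7SK and Y RNA features the median was 0.26, above the largest background shift of 0.24. That shift lay within their spread (interquartile range 0.12 to 0.42). These classes were picked after the results were seen and had the highest class medians. Brighter 5S rRNA and microRNA features had medians of 0.040 and 0.0068, so that this comparison cannot decide. Recovery on silica columns that favours shorter RNA would make shorter ones among the small RNAs rise more. Over 832 brighter small RNAs the rho of annotated length and change was instead 0.18 (permutation p = 1e-05). That value rests on the contrast of microRNAs with other classes, since rho among the other 407 was 0.036 (permutation p = 0.47). The microRNAs were not dimmer than the others (median signal 5.34 against 4.98). Replicate arrays also differed in the rising RNAs, by a median size of 0.20 in DMSO and 0.18 in A-485, against a median rise of 0.48. A contrast between classes cannot settle recovery, which stays open. An array-to-array difference stays open as well. The 74 distinct rising RNAs had a median difference of −0.175 between DMSO replicates 1 and 2, outside the range of −0.027 to 0.011 in random sets. Those sets were drawn from all genes, mostly protein-coding, and were matched on signal but not on RNA class. Features that hold a snoRNA with its host gene had a median of −0.017 (67 features), below the 0.053 of 85 brighter snoRNAs (permutation p = 0.0013), which goes against host transcription, but 0.053 falls short of the 0.2 that the test required and the hosts of the 22 snoRNAs that rose were not singled out, so that it stays open for these, and a response to A-485 remains a hypothesis.

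The second pattern is the rise of short protein-coding genes and, by less, of lists of protein-coding genes. Drift with GC content would make them brighter on A-485 replicate 1, where background rose most. The 32 rising genes were brighter by a median of 0.055, beyond the 0.050 that random sets reach. But the 80 falling genes showed 0.057 in the same direction, so that the test does not separate them. Drift was also predicted to make falling genes dimmer on A-485 replicate 1, which these 80 were not. Yet the background set with 3 G and C bases, with −0.044 in A-485 against DMSO, was also brighter on replicate 1 (0.066). The test therefore cannot decide on drift for the falls. The 187 genes of the lists called higher other than the spliceosomal, 7SK and Y RNAs, which this test left out, showed 0.0095, within the random range of −0.0018 to 0.017. Probe sequences were not analysed here, so that drift stays open for them. Between DMSO replicates 1 and 2 these 187 had a median difference of −0.016, beyond the random range of −0.014 to 0.0077. An array-to-array difference therefore stays open for the lists too. The rising genes also had a median difference of −0.131 between DMSO replicates 1 and 2, which leaves an array-to-array difference open, and a median span of 2730 bp, while the falling genes had one of 28293 bp, beyond the 22837 bp that random sets reach; better recovery of short transcripts could give both, so that it stays open for the falls as well as the rises, but a span is not a transcript length. A biological difference in response between short and long genes stays open and untested.

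The third pattern is the fall of MIR622. Signal from KRT18 transcripts is a candidate cause, since the microRNA lies within a KRT18 pseudogene. Features of 5 annotated KRT8 and KRT18 pseudogenes had a median of −0.066, near 0 as other transcripts would leave it, but they ranged from −0.46 for KRT8P11 to −0.04, a spread that settles nothing, and how much sequence each probe shares with KRT18 was not tested. A fall of the microRNA itself cannot be told apart from this.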

How the results depend on the processing

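Cyclic loess and the list without displayed genes were added after seeing the data. The named genes include some without a call, such as ACTB and GREB1. Their refits count below as kept when they again gave no call, which raises the share kept. In 1052 of 1065 refits of the named genes the call was kept, 11 lost it, 2 gained one (GAPDH without DMSO replicate 2 or A-485 replicate 2) and 0 reversed. With all 70523 features 820 were higher, 772 lower and 0 past Benjamini-Hochberg. With features above the median only, 98 genes passed Benjamini-Hochberg, and without small RNA, LOC and olfactory receptor symbols 87 did. In the latter fit 41 were higher, since 82 of the 123 higher genes carry such symbols. Each of these fits changed both the number of features tested and the variance estimate, and their parts were not told apart. Without a fold rule 1692 were higher and 1219 lower, and at 1.5-fold 42 and 34. With 1 array left out, 111 to 187 genes were higher, 135 to 165 lower and 0 to 45 past Benjamini-Hochberg; here the lone array is assumed to vary like the pair. Of the 123 higher genes 86 to 112 were called again and of the 117 lower genes 102 to 107. The replicate number shares no batch in the labels and paired arrays deviated with r = −0.077; as a block it gave 128 higher, 121 lower and 26 past Benjamini-Hochberg, where the cause was not tested. Cyclic loess gave 99 higher and 131 lower genes, and renewed quantile normalization 100 and 125, against 123 and 117. Of 13 lower lists, counting the displayed genes, which were chosen on these samples and which ranks and fry also call, and 6 higher lists, an estimated correlation left 0 and 0 (estrogen list −0.025, adjusted p = 0.27), ranks left 8 lower and 4 higher, and fry, which does not compare a list with other genes, called 7 lower and 2 higher, among them the basal and mesenchymal markers (lower) and NF-kB targets (higher), which camera did not call. The estrogen list kept its direction in all alternatives run and lost its call with the estimated correlation only. Lists were not rerun over all features, since unnamed ones have no symbol. In other splits of the arrays camera called 0 and 2 lists. The table's median of 3.94 lies close to the background median of 3.14 to 3.22.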

Other observations

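The genes in this part were chosen after their values were seen, and no enrichment was tested for them. Of 16 metallothionein genes, which bind zinc and copper, MT2A (0.74) and MT1G (0.47) rose, 0 fell, and MT1X and MT1F differed by 0.29 each, below the fold rule, with a family median of 0.16. Of 12 CEACAM genes, which encode cell surface adhesion proteins, CEACAM5 (−0.84, adjusted p = 0.0167) and CEACAM6 (−0.38, adjusted p = 0.0487) fell. GFRA1, the receptor of the growth factor GDNF, fell by 0.71 (adjusted p = 0.0187), and CTSD, which encodes the protease cathepsin D, by 0.37 (adjusted p = 0.0844). FAM83B (−0.82) and LXN, a carboxypeptidase inhibitor (−0.86), fell as well.

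Of 1840 long non-coding RNAs 3 rose and 3 fell, among them MALAT1 (−0.59, SE 0.15) and BCYRN1 (0.37, SE 0.043). PABPC1, the cytoplasmic poly(A)-binding protein, fell by 0.42 (SE 0.044), while of 56 cytosolic ribosomal protein genes RPS15 alone passed the rule. The paralogs NOMO1 and NOMO2 both had a value of about 0.33 to 0.34, and their probes can be shared. Of 115 immunoglobulin gene segments 6 fell and 0 rose, such as IGHD2-15 (−0.80, SE 0.28) and IGHD2-21 (−0.56, SE 0.063).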
